A study of Homo sapiens with 32 samples.

How the data were processed

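Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out in SUDHL5, an established line of diffuse large B-cell lymphoma, per the labels. Acetylated H3 lysine 27 (H3K27ac), acetylated H2B lysine 20 (H2BK20ac), the acetyltransferase p300 and FLAG-tagged BCL6 were the targets. The FLAG libraries are titled FLAG-BCL6 SUDHL5 cells, and the others SUDHL5 cells. Of the 32 samples, 26 had a peak list, and the 6 input samples were not used here. Cells received DMSO or TCIP3, a bivalent molecule that links acetyltransferases to BCL6. Each histone mark had 2 DMSO libraries and 6 TCIP3 libraries at 1 nM, 2 at each of 3 exposures (0.25, 1 and 2 h). The histone DMSO libraries are titled 2 h, so the 0.25 h and 1 h libraries had no DMSO control of the same duration. The p300 libraries were 3 DMSO and 3 TCIP3 (1 nM, 2 h), and the FLAG libraries were 2 DMSO and 2 TCIP3 (10 nM, 1 h). Groups, doses and times were taken from the sample titles. The names of the FLAG DMSO lists give 0 h where the titles give 1 h, so it is not certain that the FLAG groups were matched in time.

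The authors deposited 1 peak list per library, so peaks were called on each replicate alone. The aligner, the peak caller, the control used and any filter are not stated in the labels. The lists follow the narrowPeak column order: the deposited signal value of each peak is a fold enrichment over local background, a ratio, and the deposited significance columns hold the −log10 of a p-value and of a q-value. The lowest deposited −log10 q over all lists was 1.3, a q-value of 0.05. These values are the authors' and were used here only to describe, rank or filter peaks within a list. The labels do not state the genome build. Sequence names and peaks lying past the ends of the older assembly's chromosomes identified it as GRCh38, and GENCODE release 44 supplied the annotation. Drosophila chromatin was added to the immunoprecipitations, per the labels' protocols. A peak list carries no scaling by it, so no global change in acetylation could be measured.

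The lists give no read totals. Fold and p of each peak were solved for a whole-number pileup and a local background, assuming that fold is (pileup + 1) over (background + 1) and that p is a Poisson tail. In every list, 100% of the peaks used (117 to 600 per list) gave a whole pileup, with 6 lists needing a scale factor below 1. The lowest background of a list, its background coverage in fragments per base, served as the measure of depth. On 3 simulated lists the procedure returned the background within 0.000117%.

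Peaks on the primary chromosomes were counted. Regions were the merged intervals of all peaks of a comparison, with 1 shared base counted as overlap. A region was gained when every TCIP3 library and no DMSO library had a peak there, and lost in the opposite case. On simulated lists, 400 of 400 gained and 150 of 150 lost regions were recovered among 5550, for the p300 design. Each simulated region had a peak in every library meant to hold it. The simulation thus checks the counting and not the effect of missed peaks. FLAG-BCL6 sites were the 1736 regions with a peak in at least 2 of the 4 FLAG libraries. Percentile rank was the rank of a peak's signal value within its own list, and the median over the peaks on a set of regions was taken per library. The largest H3K27ac domains were the widest 5% of regions present in both DMSO libraries, stitched within 12.5 kb (758 domains). A peak was at a transcription start when it came within 1 kb of one of 78579 protein-coding starts.

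Group means were compared by two-sided exact permutation tests, which cannot go below p = 0.0357 for 2 against 6 libraries, 0.1 for 3 against 3 and 0.333 for 2 against 2. Trends with exposure (DMSO taken as 0 h) used Pearson's r and Spearman's rho with exact permutation p-values. Replicate agreement was the mean Jaccard index of library pairs in 1 group less that of other pairs, tested one-sided over the groupings of the libraries into groups of the same sizes. Region overlaps used Fisher's exact test, in which neighbouring regions are not independent replicates. Benjamini-Hochberg adjustment was applied over the 13 tests of group means, the 2 trends, the 4 agreements and the 3 overlaps. Wilson 95% intervals of shares cover counting error only. The tests used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the genome was read with pysam 0.24.0.

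Named regions were chosen by a rule fixed before the data were examined: the 5 gained p300 regions and, for each mark, the 3 gained and 3 lost regions at 2 h with the highest mean percentile rank, each named by the nearest protein-coding start. From a fixed list of genes, 10 were also examined within 50 kb of their starts (BCL6, CDKN1A, CDKN1B, PMAIP1, BCL2L11, BBC3, FOXO3, PRDM1, CASP8 and MYC), and 1 other is not reported here. The alternatives tried were a stricter −log10 q of at least 5, lists shortened to the shortest of the assay, overlap of at least 50% of the shorter interval, other FLAG-BCL6 site sets, ranking by −log10 q, all sequences, domains without stitching, a window of 2.5 kb around starts, a replicate block, and each library left out in turn. A count was taken as moved when it differed by more than 1.5 times, and a value left with no test when it changed by more than the SD between libraries or pairs. Such a value counted as reversed only if it had been past the threshold. Percentile rank had been planned as a measure free of list length, which it is not: additional weak peaks raise the rank of the others.

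The peak names fell into 2 styles within the histone lists. The DMSO and 1 h lists carried the treatment in the name, and the 0.25 h and 2 h lists carried a library name only. This was treated as a possible processing batch. Only the 1 h lists share a style with DMSO, so for 0.25 h and 2 h the batch and the exposure cannot be told apart.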

Results

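TCIP3 couples p300 and its paralog CBP to BCL6, a transcriptional repressor of B cells, and the libraries address where acetyltransferase, BCL6 and histone acetylation lie after brief exposure in SUDHL5 lymphoma cells. Peak lists were examined for 8 H3K27ac, 8 H2BK20ac, 6 p300 and 4 FLAG-BCL6 libraries. Background coverage recovered from the lists ran from 1.45 to 4.10 fragments per base for H3K27ac, 1.09 to 3.86 for H2BK20ac, 1.39 to 2.44 for p300 and 0.62 to 0.791 for FLAG-BCL6.

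The number of p300 peaks was 1204 ± 852 (SD, n = 3) with DMSO and 6022 ± 2525 (SD, n = 3) after 2 h of 1 nM TCIP3. All 3 TCIP3 lists (3159, 7933 and 6974 peaks) were longer than all 3 DMSO lists (256, 1906 and 1451 peaks). The difference of 4818 peaks had an exact permutation p of 0.1, the smallest that 3 against 3 libraries allow, and an adjusted p of 0.217. Leaving out 1 library at a time gave differences from 3862 to 6249 peaks. Background coverage was not higher in the TCIP3 libraries, at 1.97 ± 0.52 fragments per base against 2.35 ± 0.0872 (SD, n = 3 each).

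FLAG-BCL6 peaks numbered 417 and 1985 in the DMSO libraries and 1542 and 2595 after 1 h of 10 nM TCIP3. The difference of means, 868 peaks, was smaller than the DMSO SD of 1109 (n = 2; exact permutation p = 0.667, smallest possible 0.333). Leaving out 1 library at a time gave differences from 83.5 (without DMSO replicate 1) to 1651.5 peaks.

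H3K27ac peaks numbered 47442 ± 2814 (SD, n = 2) with DMSO, 56320 ± 2881 at 0.25 h, 54054 ± 4875 at 1 h and 66105 ± 9630 at 2 h (SD, n = 2 each). All 6 TCIP3 lists were longer than both DMSO lists, yet the pooled difference of 11384 peaks was not past the threshold (exact permutation p = 0.143, adjusted 0.265). Within the peak-name style shared by the DMSO and 1 h lists, the difference was 6612 peaks, with an exact permutation p of 0.333, the smallest possible. Over the 8 libraries, H3K27ac peak number rose with exposure (r = 0.755, exact permutation p = 0.019; rho = 0.83, exact permutation p = 0.0198, adjusted 0.0397 over 2 trends). Without the 2 libraries farthest from the median exposure, both from 2 h, r was 0.408 (exact permutation p = 0.4) and rho 0.598 (exact permutation p = 0.267). Leaving out any 1 of the DMSO or 2 h libraries gave rho = 0.753 (exact permutation p = 0.0667), so the trend depended on the libraries at both ends of the exposures. With stricter peaks rho was 0.293 (exact permutation p = 0.513). Each peak-name style held only 4 libraries, too few for a correlation.

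H2BK20ac peaks numbered 87184 ± 947 with DMSO, 92269 ± 13014 at 0.25 h, 72522 ± 4620 at 1 h and 100856 ± 2068 at 2 h (SD, n = 2 each). The pooled difference from DMSO was 1365 peaks (exact permutation p = 0.893) and was −2769 with stricter peaks. No trend with exposure was detected (r = 0.299, exact permutation p = 0.459; rho = 0.195, exact permutation p = 0.672), and without the 2 libraries at the farthest exposure r was −0.73 (exact permutation p = 0.1). Within the style shared with DMSO, the 1 h lists were shorter by a mean difference of −14662 peaks (exact permutation p = 0.333). Background coverage of the 1 h libraries was 1.13 ± 0.0532 against 2.23 ± 0.00658 with DMSO (SD, n = 2 each), and peak number followed coverage over the 8 libraries (rho = 0.952, exact permutation p = 0.00114).

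**Figure D1:**
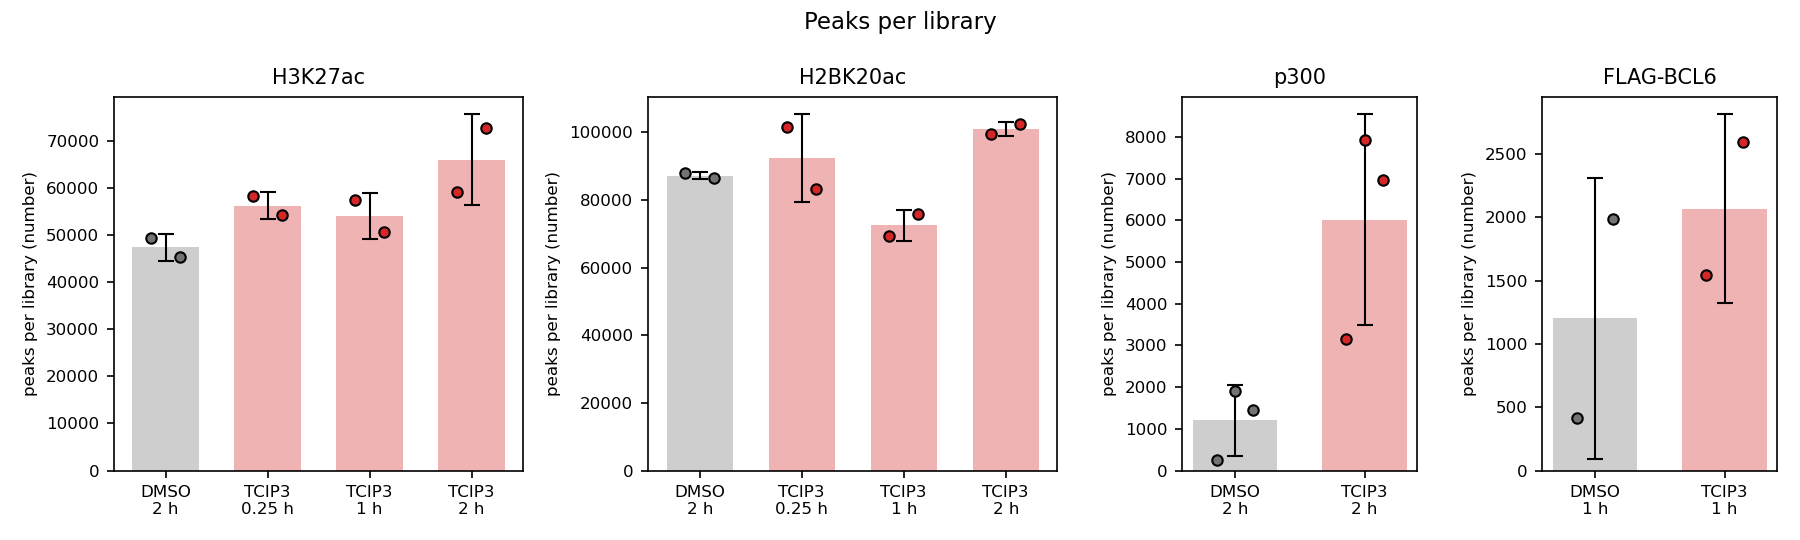
Number of peaks per library (linear axis from 0) for H3K27ac, H2BK20ac, p300 and FLAG-BCL6, by treatment and exposure. Points are libraries, bars are group means and error lines are SD (n = 3 per group for p300, n = 2 otherwise); the 3 p300 TCIP3 lists, from 3159 to 7933 peaks, all exceed the 3 DMSO lists.

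On average, replicates shared more bases than libraries of different groups. The mean Jaccard index was 0.744 within and 0.7 between H3K27ac groups, a difference of 0.0446, and 0.698 against 0.618 for H2BK20ac, a difference of 0.0803. Both were the most extreme of all groupings of the 8 libraries into pairs (exact permutation p = 0.00952, the smallest possible, adjusted 0.019). For p300 the values were 0.318 and 0.145, a difference of 0.173 (exact permutation p = 0.1, the smallest possible), and for FLAG-BCL6 0.278 and 0.171, a difference of 0.107 (exact permutation p = 0.333, the smallest possible). Not every replicate pair agreed better: p300 DMSO replicate 1 shared 0.132 and 0.163 with its replicates, less than the highest pairs across treatments (0.274 and 0.275), and the FLAG-BCL6 DMSO pair shared 0.157, against 0.21 and 0.241 for DMSO replicate 2 with the TCIP3 lists. DMSO lists shared 0.696 to 0.72 with 1 h lists of the same peak-name style for H3K27ac and 0.524 to 0.588 for H2BK20ac, less than the replicate pairs of those groups (0.766 and 0.755 for H3K27ac, 0.749 and 0.632 for H2BK20ac). In the other style, the H3K27ac replicates at 2 h (0.683) agreed no better than lists of 0.25 h with lists of 2 h (0.682 to 0.699). The H3K27ac replicates at 0.25 h (0.774) agreed better. So did the H2BK20ac replicates at 0.25 h (0.707) and 2 h (0.705), against 0.665 to 0.684 for H2BK20ac lists across these exposures. Across the styles, H2BK20ac DMSO lists shared 0.692 to 0.703 with 0.25 h lists and 0.633 to 0.652 with 2 h lists. For H3K27ac these values were 0.693 to 0.758 and 0.622 to 0.671. The peak-name style alone thus did not order the agreement.

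Of 10058 p300 regions, 1426 were gained and 0 were lost. The other 18 directed assignments of 3 against 3 libraries gave 0 to 152 regions. With every list shortened to 256 peaks, 83 regions were gained and 39 lost. Of 3770 FLAG-BCL6 regions, 588 were gained and 22 lost. Without DMSO replicate 1 the direction of the balance changed, to 596 gained and 860 lost, with 1 DMSO library left. The other 4 assignments gave 4 to 374 regions.

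At 2 h, 8742 H3K27ac regions were gained and 2350 lost, against 245 to 1967 in the other 4 assignments of the same 4 libraries. With lists of equal length the direction of the balance changed, to 3526 gained and 4230 lost. At 0.25 h, 5528 were gained and 918 lost (3224 and 1768 with lists of equal length), and at 1 h, in the style shared with DMSO, 3775 were gained and 2569 lost, against 2540 gained and 3382 lost with lists of equal length. For H2BK20ac, 9602 regions were gained and 6168 lost at 2 h, 5680 and 2938 at 0.25 h, and 1080 and 14794 at 1 h, where background coverage was lowest. With lists of equal length, 5319 H2BK20ac regions were gained at 2 h and 7281 lost, 4764 and 3836 at 0.25 h, and 2119 and 9596 at 1 h, so the balance changed direction at 2 h only. The counts changed with list length, and for 0.25 h and 2 h they also carry the difference in peak-name style.

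Whether p300 moved to BCL6 sites was examined at the 1736 FLAG-BCL6 sites. A p300 peak lay on 45 (2.59%, Wilson 95% interval 1.94 to 3.45), 349 (20.1%, 18.3 to 22.1) and 302 (17.4%, 15.7 to 19.3) sites in the DMSO libraries, and on 841 (48.4%, 46.1 to 50.8), 1096 (63.1%, 60.8 to 65.4) and 1064 (61.3%, 59.0 to 63.6) sites with TCIP3. The difference was 44.3 percentage points (exact permutation p = 0.1, the smallest possible for n = 3 against 3). It was not recomputed on sites taken from the DMSO FLAG libraries alone. The share of p300 peaks that lay on a site did not differ over whole lists, at 19.0% ± 1.76 with DMSO and 18.7% ± 7.12 with TCIP3 (SD, n = 3 each; difference −0.269 points, exact permutation p = 1). Among the 256 strongest peaks of each list the share was higher with TCIP3 by 25 points (exact permutation p = 0.1, the smallest possible). The median percentile rank of p300 peaks on sites was 51.9 ± 16.9 with DMSO and 81.4 ± 6.94 with TCIP3 (SD, n = 3 each; difference 29.4, exact permutation p = 0.1, adjusted 0.217). With 256 peaks per list the difference in rank was 25.5 (exact permutation p = 0.1). With sites taken from both DMSO FLAG libraries it was 28.8 (exact permutation p = 0.1).

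**Figure D2:**
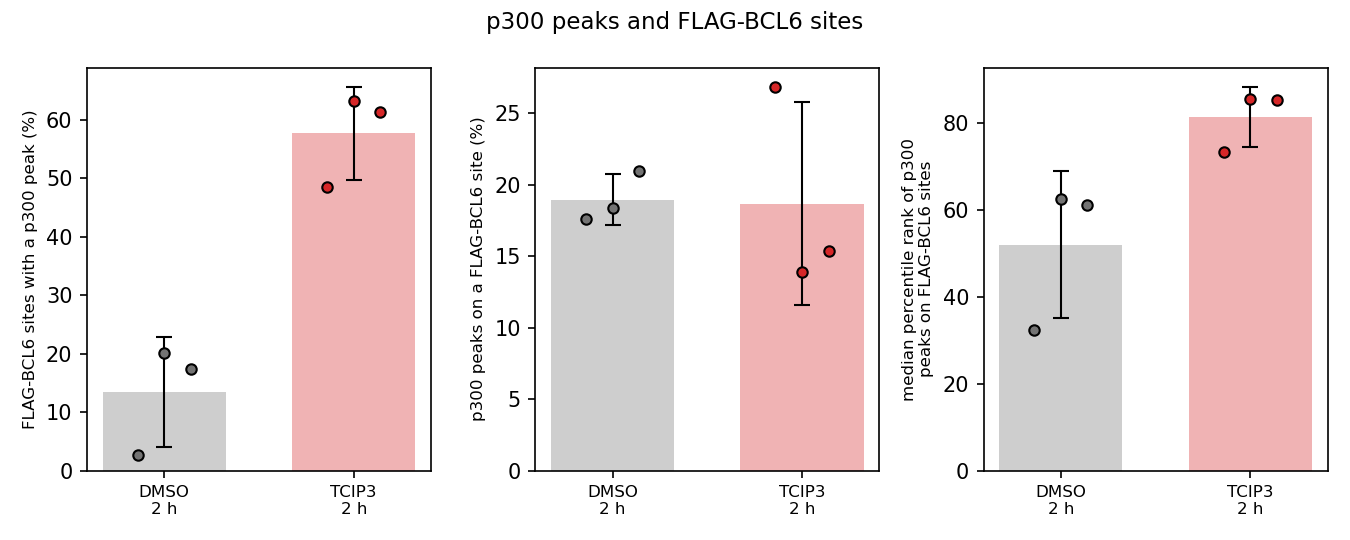
Overlap of p300 peaks with FLAG-BCL6 sites in 3 DMSO and 3 TCIP3 libraries: the percentage of sites with a p300 peak, the percentage of p300 peaks on a site, and the median percentile rank of those peaks. Points are libraries, bars are means and error lines are SD (n = 3); sites with a peak run from 2.59% to 20.1% with DMSO and from 48.4% to 63.1% with TCIP3, while the percentage of peaks on a site overlaps between groups.

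Of the 1426 gained p300 regions, 438 (30.7%) lay on a FLAG-BCL6 site, against 736 of the other 8632 (8.53%), an odds ratio of 4.76 (Fisher's exact p = 1.19e-101). Leaving out 1 library at a time gave odds ratios from 2.35 (without p300 TCIP3 replicate 1) to 5.27. The other regions include many seen in a single library. Against the 1323 regions present in all 3 TCIP3 libraries that also had a DMSO peak, of which 388 (29.3%) lay on a site, the odds ratio was 1.07 (Fisher's exact p = 0.429). The share of p300 peaks at transcription starts was 43.2% ± 11.4 with DMSO and 47.2% ± 5.34 with TCIP3 (SD, n = 3 each; difference 3.94 points, exact permutation p = 0.7), and among the 256 strongest peaks the difference was −10.7 points (exact permutation p = 0.1).

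Acetylation at FLAG-BCL6 sites changed by a few points. An H3K27ac peak lay on 75.5% ± 1.75 of sites with DMSO (SD, n = 2) and on 79.7% ± 0.737 with TCIP3 (SD, n = 6), higher in 6 of 6 libraries by 4.18 points (exact permutation p = 0.0357, the smallest possible, adjusted 0.155). Within the peak-name style shared with DMSO, the 1 h difference was 4.00 points (exact permutation p = 0.333, the smallest possible), and with lists of equal length the pooled difference was 4.52 points (exact permutation p = 0.0357). The median H3K27ac rank at sites was higher by 2.91 (exact permutation p = 0.0357, adjusted 0.155) and by 2.10 within that style, and with lists of equal length by 0.488 (exact permutation p = 0.571). An H2BK20ac peak lay on 77.7% ± 0.0407 of sites with DMSO (SD, n = 2) and 80.0% ± 3.21 with TCIP3 (SD, n = 6), a difference of 2.23 points (exact permutation p = 0.357), of −1.15 at 1 h and of 4.30 with lists of equal length (exact permutation p = 0.0714). The H2BK20ac rank at sites was higher by 1.39 in 6 of 6 libraries (exact permutation p = 0.0357, adjusted 0.155), by 1.01 at 1 h, and by 2.28 with lists of equal length (exact permutation p = 0.0357). None of these passed the adjustment.

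In the largest H3K27ac domains the median H3K27ac rank was 49.2 ± 1.73 with DMSO (SD, n = 2) and 57.5 ± 4.01 with TCIP3 (SD, n = 6), a difference of 8.36 (exact permutation p = 0.0714), of 5.44 at 1 h, and of −1.96 without stitching (exact permutation p = 0.5). The H2BK20ac rank there differed by −0.952 (exact permutation p = 0.857), by −4.81 at 1 h, and by −4.06 without stitching (exact permutation p = 0.214).

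Among regions without a DMSO peak, H3K27ac regions gained at 2 h overlapped a gained p300 region in 23 of 8742 cases (0.263%), against 14 of 27799 (0.0504%) seen in 1 library, an odds ratio of 5.24 (Fisher's exact p = 8.24e-07). For H2BK20ac these were 28 of 9602 (0.292%) and 12 of 25404 (0.0472%), an odds ratio of 6.19 (Fisher's exact p = 2.57e-08). For both marks, fewer than 1% of the gained regions lay at a gained p300 region. A gained p300 region where the mark already had a DMSO peak cannot count here. The share thus does not measure how often p300 was gained in acetylated chromatin.

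The gained p300 region with the highest rank lay on chromosome 14 from 63747159 to 63748581 (GRCh38), outside protein-coding transcripts and 13318 bp from the nearest start, of SYNE2. Its mean percentile rank was 99.8 ± 0.166 (SD, n = 3). The next was on chromosome 1 from 206047043 to 206048246, outside protein-coding transcripts and 4927 bp from a start of RHEX (99.3 ± 0.497, SD, n = 3). A region on chromosome 2 from 11753076 to 11754901 lay in intron 1 of LPIN1 (98.7 ± 1.15, SD, n = 3). A region on chromosome 1 from 101247335 to 101248572 lay 9000 bp from a start of S1PR1, outside protein-coding transcripts (98.7 ± 1.38, SD, n = 3), and a region on chromosome 1 from 13700594 to 13703628 lay in intron 1 of PRDM2 (98.5 ± 1.44, SD, n = 3). All but the S1PR1 region overlapped a FLAG-BCL6 site.

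The highest-ranked H3K27ac regions gained at 2 h lay on chromosome 19 from 21851489 to 21852540 at a start of ZNF43 (rank 81.7 ± 1.23, SD, n = 2), on chromosome 6 from 43706149 to 43707890 near MRPS18A (81.4 ± 2.62, SD, n = 2) and on chromosome 7 from 100516293 to 100516894 near AGFG2 (73.0 ± 1.04, SD, n = 2). The last pair overlapped a FLAG-BCL6 site, and all 3 midpoints were outside protein-coding transcripts. The MRPS18A and AGFG2 starts were 18358 and 22309 bp away. The lost ones lay on chromosome 14 from 105575387 to 105575626 near TMEM121 (75.0 ± 3.49, SD, n = 2), chromosome 19 from 9795656 to 9796623 near ZNF846 (72.7 ± 3.49, SD, n = 2) and chromosome 16 from 21366656 to 21366951 near NPIPB3 (69.2 ± 4.93, SD, n = 2). The starts of TMEM121, ZNF846 and NPIPB3 were 48804, 2559 and 38368 bp away. Only protein-coding starts were searched, so a gene of another type may lie closer.

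For H2BK20ac, the gained regions lay on chromosome 1 from 207748018 to 207748882 near CD46 (92.8 ± 0.31, SD, n = 2), chromosome 2 from 25301702 to 25303658 in intron 2 of DNMT3A (92.0 ± 0.118, SD, n = 2) and chromosome 9 from 92800749 to 92801094 near BICD2 (89.0 ± 1.84, SD, n = 2). The lost ones were on chromosome 14 from 105575375 to 105575628 near TMEM121 (91.6 ± 1.08, SD, n = 2), the place lost from H3K27ac, chromosome 4 from 315949 to 316883 near ZNF732 (87.8 ± 2.55, SD, n = 2) and chromosome 3 from 16441601 to 16441865 in intron 2 of RFTN1 (84.8 ± 5.95, SD, n = 2). The starts of CD46, BICD2, TMEM121 and ZNF732 were 3155, 35916, 48792 and 10475 bp from these gained and lost regions.

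Of the 10 genes reported from the fixed list, 6 had a gained p300 region within 50 kb (CDKN1A, BCL2L11, BBC3, FOXO3, PRDM1 and MYC, 1 each), against 2034 of all 19701 protein-coding genes (10.3%). Of these, CDKN1A, PRDM1 and MYC had no FLAG-BCL6 site in that window. BCL6 itself had no gained p300 region and held 5 FLAG-BCL6 sites. DMSO replicates 2 and 3 already had p300 peaks near BCL6, which rules out a gained call there. Their highest percentile ranks were 22.5 and 9.58, against 82.7, 93.3 and 88.8 in the TCIP3 libraries. BCL2L11 had 0.667 ± 0.577 p300 peaks with DMSO and 3 in each TCIP3 library (SD, n = 3), and a gained FLAG-BCL6 region. BBC3 had 0 p300 peaks in each DMSO library and 1.67 ± 0.577 with TCIP3 (SD, n = 3), and also a gained FLAG-BCL6 region.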

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

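The tests of library depth and of processing batch in this part were chosen after the results were seen. The search for other copies of the unplaced sequence was set before its outcome was known.

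In 3 of 4 measures, H2BK20ac moved in opposite directions at 1 h and 2 h. Both 1 h lists were shorter than both DMSO lists (mean difference −14662 peaks) and both 2 h lists were longer (13673 peaks). The share of FLAG-BCL6 sites with an H2BK20ac peak was likewise below DMSO in both 1 h libraries (−1.15 points), and above it in both libraries at 0.25 h (2.19 points) and 2 h (5.65 points). The rank in the largest H3K27ac domains was lower in both at 1 h (−4.81) and higher in both at 2 h (1.33). The rank at FLAG-BCL6 sites, by contrast, was above DMSO in both libraries at 1 h (1.01) and at 2 h (1.91). These differences between exposures were not tested. An exact permutation test of 2 against 2 libraries cannot pass a threshold. Apart from the trend in peak number, no test of all exposures together was run. For the fall, a batch marked by the peak-name style is argued against. The 1 h lists, whose mean was −14662 peaks from DMSO, share the DMSO style. The style is only a possible marker, so a batch that it does not mark is not excluded. For the rise at 2 h, batch and exposure cannot be told apart. Library depth is a candidate explanation: peak number followed background coverage over the 8 libraries (rho = 0.952, exact permutation p = 0.00114; r = 0.964, and 0.952 without the 2 libraries farthest from the median coverage). A trend with exposure cannot test a fall at 1 h with a rise at 2 h. None was detected before coverage was taken into account (rho = 0.195, exact permutation p = 0.672). None was detected given coverage (rho = 0.439, exact permutation p = 0.3, and r = 0.486, exact permutation p = 0.222). The absence of a trend therefore says nothing about depth. Given coverage, the 1 h lists lay on both sides of the DMSO lists, at −3002 and 5197 peaks beyond the fitted coverage line against −495 and −1939. The 2 h lists stayed above both DMSO lists, at 4156 and 168 peaks, so the rise kept its direction. The spread within an exposure was large, with the 0.25 h lists at 1015 and −5101 peaks. The 2 h and DMSO residuals all lay within the range of the 0.25 h and 1 h lists, from −5101 to 5197 peaks. Depth is thus a candidate for both the fall and the rise. A biological change in H2BK20ac at a single exposure stays open, since no test able to detect it was run.

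Peaks on an unplaced sequence assigned to chromosome 1 (KI270712v1), which the comparisons of the report leave out, appeared in 6 of 6 H3K27ac TCIP3 libraries and in 0 of 2 DMSO libraries. For H2BK20ac they appeared in 3 of 6 TCIP3 libraries and in 0 of 2 DMSO libraries. The peaks fell in 2 stretches, from 56102 to 56757 and from 58263 to 58780. The highest −log10 q was 37.3, in an H3K27ac library at 2 h. Greater depth is argued against: 2 H3K27ac TCIP3 libraries with the peak had background coverage at or below that of the deeper DMSO library. The peak-name style is also argued against, since 2 of 2 libraries at 1 h, in the style of the DMSO lists, had the peak. Reads shared with another copy of the sequence remain open. Of 44 stretches of 50 bases under the peaks, 9 (20.5%) occurred elsewhere in the reference without a mismatch, and of 21 such places (the first on each sequence and strand) the H3K27ac DMSO libraries had a peak within 1 kb of 0 and the H3K27ac TCIP3 libraries of 1 to 5, all on chromosome 1 between 144102624 and 144103568. Stretches that differ by a mismatch were not searched. A biological gain at this sequence could not be separated from a gain at a related copy.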

How the results depend on the processing

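The alternatives were set before the data were examined, except 3 further list lengths for p300, which were chosen after seeing the data. Over all alternatives, 282 values kept their direction and side of the threshold (or stayed within the spread between replicates), 69 moved, 25 were weaker, 7 stronger and 20 reversed. Permutation tests between p300 libraries, between FLAG-BCL6 libraries and within the replicate block cannot reach p = 0.05. Where such a test kept its side of the threshold, only its direction was informative. A weaker result kept its direction but was no longer past the threshold, whatever its size, and a stronger one passed it. Unless stated, the cause of a change was not tested.

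With stricter peaks, the difference in H2BK20ac peak number reversed to −2769 and the H3K27ac trend with exposure weakened to rho = 0.293. Gained regions at 2 h fell to 2937 for H3K27ac and 5378 for H2BK20ac. The difference in the share of p300 peaks on FLAG-BCL6 sites reversed to 2.94 points, and the ranks at sites were no longer past the threshold, at 1.66 for H3K27ac and 1.56 for H2BK20ac, the latter larger than before (1.39).

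With every list shortened to the shortest of its assay, 3526 H3K27ac regions were gained and 4230 lost at 2 h, and 5319 H2BK20ac regions were gained. Gained and lost regions came to 83 and 39 for p300, and to 127 and 74 for FLAG-BCL6. These lists are shorter by construction. The share of p300 peaks on sites reversed to 25 points and the share at transcription starts to −10.7 points. The H3K27ac rank at sites weakened to 0.488, and the H3K27ac rank in the largest domains passed the threshold at 4.58. With the strongest 500, 1000 or 1400 p300 peaks of the lists that have as many, the difference in the share on sites was 28.6, 26.9 and 23.9 points.

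With overlap of at least 50% of the shorter interval, the H3K27ac rank at sites weakened to 2.35 and the rank in domains passed the threshold at 8.45. Ranking by −log10 q gave 2.39 (weaker) and 8.80 (stronger) for the same measures. Without stitching, the H3K27ac rank in domains reversed to −1.96. With sites taken from both DMSO FLAG libraries, the share of p300 peaks on sites was 0.155 points (reversed) and the H2BK20ac rank at sites was larger, at 3.28, but not past the threshold. From both TCIP3 FLAG libraries, the H3K27ac rank was 2.76 (weaker). From any FLAG library, the p300 share was 0.831 points (reversed), and the ranks were 2.49 for H3K27ac and 1.10 for H2BK20ac (both weaker). Counting all sequences changed no call on peak number.

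Same-numbered libraries did not deviate together: the correlations of their deviations in peak presence ran from −0.0154 to 0.0102 for H3K27ac, −0.0136 to 0.00567 for H2BK20ac and −0.271 to −0.0225 for p300, and were −0.0895 for FLAG-BCL6. The replicates share only a number. A replicate block permutes labels within that number and cannot go below an exact p of 0.0625 for the histone marks, 0.25 for p300 or 0.5 for FLAG-BCL6. The 3 differences at the unblocked limit, 4.18 points for the share of sites with H3K27ac, 2.91 for the H3K27ac rank and 1.39 for the H2BK20ac rank, had a blocked exact p of 0.0625, the smallest possible, which says nothing about their stability.

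Leaving out 1 library at a time gave the following ranges. H3K27ac peak number differed by 8567 to 13374. Without 2 h replicate 2 its difference of 8567 was past the threshold before adjustment (exact permutation p = 0.0476). H2BK20ac peak number differed by −1389 to 5224, negative without 0.25 h replicate 1 or either 2 h library. The trends had rho from 0.753 to 0.918 for H3K27ac, past the threshold in 4 of 8 fits, and from −0.184 to 0.349 for H2BK20ac. At 2 h, 9723 to 29144 H3K27ac regions were gained and 3043 to 7615 lost, and 13222 to 24114 H2BK20ac regions were gained and 8938 to 16301 lost. For p300, 1426 to 3344 regions were gained (3344 without TCIP3 replicate 1) and 0 to 21 lost (21 without DMSO replicate 1). For FLAG-BCL6, 596 to 1527 were gained and 41 to 860 lost. The 596 gained and 860 lost both came from leaving out DMSO replicate 1, where the balance changed direction. Fewer libraries relax the definition, so these counts rise by construction. FLAG-BCL6 replicate agreement ranged from −0.0194 to 0.282, untested. It changed sign without either TCIP3 library (−0.00829 and −0.0194), which is counted above as moved because it was not past the threshold before.

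The share of p300 peaks on sites differed by −4.36 to 2.15 points, and the share at transcription starts by −2.45 to 8.58 points, negative without DMSO replicate 1. The share of sites with a peak differed by 2.94 to 5.92 points for H3K27ac and 1.54 to 3.68 for H2BK20ac. The rank at sites differed by 2.33 to 3.49 for H3K27ac and 1.28 to 2.28 for H2BK20ac. It was no longer past the threshold in 6 of 12 fits for H3K27ac and in 2 of 12 for H2BK20ac. The rank in domains differed by 6.99 to 10.1 for H3K27ac, passing the threshold in 3 of 8 fits, and by −1.57 to −0.0234 for H2BK20ac. Fits without a DMSO library of the mark gave no test of these ranks. Leaving out a 2 h library leaves no comparison for the regions gained at p300 regions, so these fits gave no value.

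Depth limits what the H2BK20ac counts show, since peak number followed background coverage (rho = 0.952). For H3K27ac that relation was not past the threshold over the 8 libraries (rho = 0.548, exact permutation p = 0.171), and r was 0.867 without the 2 libraries farthest from the median coverage (exact permutation p = 0.0278). With 2 libraries per group, no single exposure was able to pass an exact permutation test against DMSO alone.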

Other observations

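The tests of depth, of list length, of the strongest p300 peaks, of the overlap between gained FLAG-BCL6 and gained p300 regions, and of other splits below were chosen after the results were seen. The tests of DNA motifs, of overlap with DMSO p300 regions, of peak strength, of GC content and of reproducible regions were set before their outcomes were known.

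FLAG-BCL6 regions gained with TCIP3 differed in sequence from FLAG-BCL6 regions with a DMSO peak. The BCL6 motif, taken as TTC[CT][AT][AG]GAA within 100 bp of the summit, was found in 17 of 588 gained regions (2.89%) and in 501 of 2024 regions with a DMSO peak (24.8%), an odds ratio of 0.0905 (Fisher's exact p = 5.19e-41). In windows 2 kb away the shares were 1.87% and 1.73%. Against the 646 regions in both TCIP3 libraries that also had a DMSO peak, 22.9% of which held the motif, the odds ratio was 0.1. Weaker peaks are argued against: over 5 equal groups of regions by highest fold the odds ratio was 0.0795, and in the group with the highest folds 1.5% of gained regions and 24.1% of the others held the motif. Gained FLAG-BCL6 regions also lay on p300 regions of the DMSO libraries more often, in 203 of 588 cases (34.5%) against 450 of the other 3182 (14.1%), an odds ratio of 3.20 (Fisher's exact p = 1.2e-28), or 1.51 against regions in both TCIP3 libraries with a DMSO peak (Fisher's exact p = 0.000975). The overlap with gained p300 regions, which had no DMSO p300 peak, was at least as large: 224 of 588 (38.1%) against 438 of 3182 (13.8%), an odds ratio of 3.86 (Fisher's exact p = 3.85e-39), or 1.52 against regions in both TCIP3 libraries with a DMSO peak (Fisher's exact p = 0.000563). A candidate explanation is that TCIP3 holds BCL6 together with acetyltransferase at places without its own motif. Whether p300 was there before is not decided by these values. Regions that any immunoprecipitation recovers from open chromatin stay open as an explanation, since no control immunoprecipitation was analysed here, and the count rests on 2 libraries per group.

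The gained p300 regions held the BCL6 motif more often than the other p300 regions, in 46 of 1426 (3.23%) against 152 of 8632 (1.76%), an odds ratio of 1.86 (Fisher's exact p = 0.000606). Against regions in all 3 TCIP3 libraries with a DMSO peak, 1.28% of which held it, the odds ratio was 2.56 (Fisher's exact p = 0.000782), and in windows 2 kb away the gained and other regions had 0.982% and 1.26%. Recruitment through BCL6 motifs may thus account for a part of the gained regions, and for few of them by this pattern.

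The odds ratio of 4.76 for gained p300 regions on FLAG-BCL6 sites may reflect how regions are selected. Regions called in all 3 TCIP3 libraries lay on sites about as often when they also had a DMSO peak (odds ratio 1.07, Fisher's exact p = 0.429). GC content is argued against, with an odds ratio of 4.21 over 5 equal groups of regions by GC content. A different measure separated the groups: among the strongest 500 p300 peaks, 27.4% and 27% lay on a site in the 2 DMSO libraries with as many, against 53.4%, 58.2% and 55.8% with TCIP3. Among the strongest 1400 the difference was 23.9 points without the DMSO library with the shortest list, so that library is argued against as the source. The pattern was noticed in the same data and remains a hypothesis: p300 on FLAG-BCL6 sites may have become stronger relative to p300 elsewhere.

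For p300, 1 of the 10 splits of the 6 libraries gave as many as 1426 regions in 1 direction, the real one, and 10 splits cannot give a share under 0.1. Depth is argued against as the cause of the longer TCIP3 lists, whose background coverage differed by −0.385 fragments per base (exact permutation p = 0.3), with 0 of 3 above the highest DMSO library. Before the scaling recovered from the lists the difference was −2.15. The recovered scale factors were 0.332, 0.83 and 0.572 with DMSO and 0.567, 1 and 1 with TCIP3. Within each group the lists with lower factors were shorter. At the near-equal factors of 0.572 and 0.567, however, the TCIP3 list was longer, with 3159 peaks against 1451. A contribution of scaling to the list lengths is thus not excluded. List length is argued against as the whole cause of the higher p300 rank on sites, which differed by 25.5 with lists of equal length. For the H3K27ac rank at sites the same change left 0.488 (exact permutation p = 0.571), so longer lists are a candidate explanation there. The H3K27ac trend with exposure had rho = 0.586 (exact permutation p = 0.153) after regression of peak number on log background coverage. Pearson's r after the same step was 0.751 (exact permutation p = 0.0298), past the threshold, but 0.187 (exact permutation p = 0.711) without the 2 libraries farthest from the median exposure. The 2 coefficients disagree on the threshold and r fell without those libraries, so depth and exposure cannot be told apart with 8 libraries.

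The overlap of gained histone regions with gained p300 regions was compared with its mirror. Lost H3K27ac regions gave an odds ratio of 3.20 (Fisher's exact p = 0.151, 3 of 2350 regions), too few to separate it from the 5.24 of gained regions. Lost H2BK20ac regions gave 1.01 (95% interval 0.173 to 4.23, 3 of 6168 regions), an interval below the 6.19 of gained regions. The count of lost regions is as small here, and no interval was taken for 6.19. Reproducible regions in either direction are thus argued against only weakly as the cause for that mark.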
